# Transcriptional Response of the Mussel *Mytilus galloprovincialis* (Lam.) following Exposure to Heat Stress and Copper

**DOI:** 10.1371/journal.pone.0066802

**Published:** 2013-06-25

**Authors:** Alessandro Negri, Catherina Oliveri, Susanna Sforzini, Flavio Mignione, Aldo Viarengo, Mohamed Banni

## Abstract

Global warming is a major factor that may affect biological organization, especially in marine ecosystems and in coastal areas that are particularly subject to anthropogenic pollution. We evaluated the effects of simultaneous changes in temperature and copper concentrations on lysosomal membrane stability (N-acetyl-hexosaminidase activity) and malondialdehyde accumulation (MDA) in the gill of the blue mussel *Mytilus galloprovincialis* (Lam.). Temperature and copper exerted additive effects on lysosomal membrane stability, exacerbating the toxic effects of metal cations present in non-physiological concentrations. Mussel lysosomal membrane stability is known to be positively related to scope for growth, indicating possible effects of increasing temperature on mussel populations in metal-polluted areas. To clarify the molecular response to environmental stressors, we used a cDNA microarray with 1,673 sequences to measure the relative transcript abundances in the gills of mussels exposed to copper (40 µg/L) and a temperature gradient (16°C, 20°C, and 24°C). In animals exposed only to heat stress, hierarchical clustering of the microarray data revealed three main clusters, which were largely dominated by down-regulation of translation-related differentially expressed genes, drastic up-regulation of protein folding related genes, and genes involved in chitin metabolism. The response of mussels exposed to copper at 24°C was characterized by an opposite pattern of the genes involved in translation, most of which were up-regulated, as well as the down-regulation of genes encoding heat shock proteins and “microtubule-based movement” proteins. Our data provide novel information on the transcriptomic modulations in mussels facing temperature increases and high copper concentrations; these data highlight the risk of marine life exposed to toxic chemicals in the presence of temperature increases due to climate change.

## Introduction

In recent decades, the increase in CO_2_ levels and other greenhouse gases has been recognized as a major environmental problem at the global level (December 1997 – Kyoto). One consequence of this increase is climate change; continuous temperature increases may represent an important risk to the evolution of ecosystems [1]. Recent investigations have studied and modeled the possible effects of climate change on the marine environment [2], [3], [4], [5]. Most of these studies were carried out at the organismal level and are intended to clarify the effects of temperature increase on the physiology of marine organisms [6]; [7] as well as the growth and reproduction of the population and community.

At the cellular and molecular levels, studies have evaluated the roles of genes encoding proteins known to be involved in the stress response. It is well known that toxic chemicals, as well as environmental parameters such as temperature, may affect the levels of heat shock proteins, which contribute to the restoration of the structure of partially denatured proteins as well as in protein folding and translocation. Changes in proteins involved in the responses to oxidative stress, pollutants, and temperature have been recently investigated as well [8]. However, only a few investigations have attempted to clarify the response to temperature by aquatic organisms exposed to toxic chemicals [9]; [10]; [7], a scenario that may reflect risk to the marine environment in general and to coastal areas in particular.

Copper is an essential metal that becomes toxic when present in excessive amounts in the ecosystem. A European Union program, Marine Ecosystem Evolution in a Changing Environment, determined that copper is released into the marine environment in large, and is present at high concentrations along the coast as well as in the water column in the open sea, its concentration is often particularly high in sediments and interstitial waters [11]; [12]; [13].

Mollusks, particularly *Mytilus sp.*, are well studied at the molecular, cellular, tissue, and organismal levels. These mollusks are usually used in large monitoring programs to study the accumulation of pollutants in their tissues and the consequent effects of this accumulation on biological processes [14]; [15]; [16]. The use of biomarkers, considered as the changes that may occur, from the molecular to the organism level, is often employed to evaluate the physiological status of organisms exposed to environmental stressors [15]. For example, the blue mussel (*Mytilus galloprovincialis* Lam.) is known to experience toxicity when exposed to copper at various temperatures (16–24°C) [7].

The current investigation had two main aims. Firstly, we sought to identify the effects of simultaneous changes in temperature and copper concentrations on lysosomal membrane stability (LMS), a digestive gland-sensitive biomarker, in *M. galloprovincialis* [17]. Several studies indicated that changes in LMS are positively related to changes in scope for growth, a parameter predictive of effects at the organism-population level [18]. We also investigated the Cu loads in digestive gland and gills as well as MDA accumulation in gills tissues. Secondly, we used a DNA miroarray with ∼1673 genes to analyze the transcriptomic response of the mussels to temperature and various sublethal concentrations of copper. The transcriptional response was studied in the gills, where metals accumulate at high levels; the microarray data were confirmed by quantitative reverse-transcription PCR (qRT-PCR).

## Materials and Methods

### Animals and treatments

Specimens of *M. galloprovincialis* (Lam.), 5–6 cm shell length, were purchased from an aquaculture mussel farm in Arborea (Sardinia, Italy) in November 2010. These specimens were transferred to aquaria at a density of 1 animal/L in clean, aerated seawater collected offshore. Experiments were carried out at three temperatures (16°C, 20°C, and 24°C). After an acclimation of 6 days, a period of time sufficient to stabilize at control temperature the mussel physiological response [19], groups of mussels were kept in 20 polypropylene plastic vessels (four replicates per treatment) and underwent semi-static exposure to 2.5 µg/L, 5 µg/L, 10 µg/L, 20 µg/L, or 40 µg/L copper for 4 days. One set of animals was maintained in seawater with no addition of copper at the three experimental temperatures. Seawater of the desired temperature was renewed every day, and copper was added together with a commercial algal preparation (30 mg animal^−1^ day^−1^) (Liquifry; Interpret Ltd., Dorking, Surrey, UK). Only female individuals (scored by microscopic inspection of gonad biopsies) were selected for subsequent analysis to avoid gender-based bias in gene expression. After exposure to heat and copper, digestive glands and gills were rapidly removed, frozen in liquid N2, and stored at −80°C for MDA and chemical analysis. A second set of tissues was kept at −20°C in an RNA-preserving solution (RNA Later; Sigma-Aldrich) for transcriptome analysis, and a third set was mounted on aluminum chucks and frozen in super-cooled N-hexane as previously described [17] for histochemical determination of LMS.

### Chemical analysis

Copper levels were determined in mussel digestive gland and gills (∼0.5 g of a 1∶1 homogenate in double-distilled water) by inductively coupled plasma-mass spectrometry (VG Plasma Quad 3, VG Elemental). Samples were added to 5 mL of concentrated 65% nitric acid and placed in a microwave oven for mineralization. The samples were then filtered on a nitrocellulose membrane (0.45 µm). Procedure validation was performed using the Std CRM 145 R reference material containing known amounts of metal.

### MDA determination

Gill tissues (0.5–1 g) were homogenized in 2 volumes of buffer containing Tris HCl 20 mM (pH 7.4) and 0.1% mercapto-ethanol. The homogenate was centrifuged at 18,000×g (4°C) for 20 min. MDA concentration was determined in the supernatant as described by [20].

### LMS assay

LMS was evaluated in cryostat sections (10 µm) of five digestive glands obtained with a “Leica cryostat” apparatus at −27°C, as described by Moore [17]. Staining intensity of lysosomes was determined by studying the slide at 400×magnification with an inverted Axiovert microscope (Zeiss), connected to an Axiocam digital camera (Zeiss). Digital image analysis was carried out using the Scion Image software package (Scion Corp. Inc.) from 8-bit grayscale images.

### Microarray hybridization and analysis

Competitive dual-color microarray hybridization was performed with the Mytarray V1.1 platform [21]; fluorescence-labeled cDNA probes were obtained by direct labeling in the presence of modified Cy3- and Cy5-dCTP (Perkin Elmer). The procedure was carried out as described by [19] using 0.5 µg of an anchored oligodT(19)VN. Total RNA was extracted from female individual gills pieces using acid phenol-chloroform precipitation according to [22], with TRI-Reagent (Sigma-Aldrich). RNA was further purified by precipitation in the presence of 1.5 M LiCl2, and the quality of each RNA preparation was confirmed by UV spectroscopy and TBE agarose gel electrophoresis in the presence of formamide, as described in [23]. Laser scanning of microarrays was performed with an Agilent G2565CA scanner (Agilent Technologies, Inc., USA) at 5-µm resolution. Sixteen-bit TIFF images were analyzed with Genepix 6.0 (Axon) to extract raw fluorescence data from each spot.

The experimental design accounted for two complete “triangular loops” in which each RNA sample from the tissue of mussels exposed to temperature T was hybridized with that exposed to temperatureT+4°C (temperatures were equal to 16°C, 20°C, and 24°C). One design accounted only for temperature variations, while the other included copper-exposed animals (40 µg/L) at 16°C, 20°C, and 24°C. Direct comparisons were performed between RNA samples obtained from copper-exposed and unexposed animals at 16°C, 20°C, and 24°C to complete the triangular loop and to cover all conditions. Each experimental condition had at least four biological replicates of RNA samples from single individual female animals using the day-swap procedure, for a total of 36 experiments.

### Statistical analysis

Computational and statistical analysis of microarray data was performed using the Linear Mode for Microarray Analysis (LIMMA) software [24]. Offset background subtraction, loess normalization, and least-squares regression were employed, along with moderated t-tests and empirical Bayes statistics. Gene expression was considered to be significantly different in the test condition versus the reference condition when the log-odd value (B) was higher than 0. The analysis procedure was carried out essentially as described in [19]. Microarray data were clustered with the Genesis software [25]; [26].

MIAMI-compliant microarray data, including a detailed description of the experimental design and each hybridization experiment, were deposited in the Gene Expression Omnibus with identifier “GSE41899”. The following link provides access to the deposited data http://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE41899.

### Functional genomics analysis

Functional characterization of mussel genes represented on the microarray was based on Gene Ontology (GO) annotation and was carried out with Blast2GO [27] using default parameters. Briefly, 1,673 mussel sequences with EMBL IDs were subjected to the annotation analysis; 880 sequences had no BLASTX hits [28], while another 63 sequences did not map to GO terms. Putative annotation for 873 mussel sequences was established based on GO terms for the first 20 BLASTX hits or based on protein domains obtained from Inter Pro Scan [29]; [30]. GO term enrichment was evaluated with hypergeometric statistics (p<0.05); the distribution of GO terms in each set of interest was compared against the set reflecting the entire microarray sequence catalogue.

### qRT-PCR

qRT-PCR was carried out with the same RNA extract used for microarray hybridization. Relative mRNA abundances of the mussel genes encoding metallothionein (mt10, EMBL ID AJ625847; mt20, not present on the array) and the gene encoding calreticulin (AJ624756) were evaluated with SYBR Green I chemistry (EvaGreen®dye; Bio-Rad Laboratories; [30]). The mRNA abundances of the genes encoding eukaryotic translation elongation factor 1 alpha 1 (AJ624922) and chitinase (AJ624093, AJ625569, and AJ624637) were evaluated in multiplex Taqman assays according to [30]. For the gene encoding fk506-binding protein (AJ624969) and ribosomal protein genesribo-s12 (AJ626437), ribo27-s27 (AJ625324), and ribo-s19 (AJ625447), multiplex Taqman assays were set up ex novo. Probes and primer pairs (Table S1) were designed using Beacon Designer v3.0 (Premier Biosoft International, Inc.). All primers and dual-labeled Taqman probes were synthesized by MWG-Biotech Gmbh (Germany).

cDNA (25 ng RNA reverse-transcribed to cDNA) was amplified in a CFX384 Real-Time PCR detection system (Bio-Rad Laboratories) with iQTM Multiplex Power mix (Bio-Rad Laboratories) according to the manufacturer's instructions for the triplex protocol. All multiplex combinations accounted for the following dual fluorescence tags: 6-carboxyfluorescein/Black Hole (BH) 1, 6-carboxy-2′,4,4′,5′,7,7′-hexachlorofluorescein/BH1, and Texas Red/BH2. Briefly, cDNA was amplified in the presence of 1X iQTM Multiplex Power mix, 0.3 µM each primer, and 0.1 µM each probe (Table S1) in a final volume of 10 µL. Relative expression data were geometrically normalized to18S rRNA (L33452),an invariant actin isotype (AJ625116; [30]), and ribosomal proteinriboL27(AJ625928), which were selected from a list of genes whose expression did not vary over more than 50 conditions (including toxic treatments, stages of the life cycle, and various tissues).

A specific duplex Taqman assay was developed to amplify 0.25 ng of RNA reverse-transcribed to cDNA in the presence of 0.1 µM of each dual-labeled probe (hexachlorofluorescein/BH1 for actin and Texas Red/BH2 for 18S rRNA) and 0.1 µM and 0.4 µM of forward and reverse primer, respectively, for 18S rRNA and actin (Table S1). For all Taqman assays, the thermal protocol was as follows: 30 s at 95°C, followed by 40 cycles of 10 s at 95°C and 20 s at 60°C. qRT-PCR was performed with four biological replicates and three technical replicates. For the mt-10, mt-20, and calreticulin assays, the thermal protocol was as presented by [31]. Statistical analyses were carried out on the group mean values using a random reallocation test [32].

### Statistical analysis

The results for LMS, Cu accumulation and MDA measurement are presented as the mean ±SD of 10 samples. The Statistica Software, version 6.0, computer software package (Statsoft. Inc. 2002) was used for statistical analysis. The normality of the distribution was tested using the Shapiro-Wilk test. To assess multiple comparisons, a parametric one-way analysis of variance (ANOVA) was performed on data, with a Tukey's test.

## Results

The effects of copper exposure and temperature gradient on LMS in the mussel digestive gland appear in Fig. 1. We detected a pronounced dose-dependent response at 24°C and 40 µg/L copper. Copper concentrations were higher in the gills than in the digestive glands mainly under the highest Cu exposure concentration (Fig. 2). Moreover, copper bioaccumulation in mussel tissues exhibited a dose-dependent trend that was essentially independent of temperature. MDA accumulation significantly increased in the gills after exposure to 40 µg/L copper at 16°C and 24°C/Cu and 24°C with a pronounced increase at 24°C when compared to 16°C (Fig. 3).

**Figure 1:**
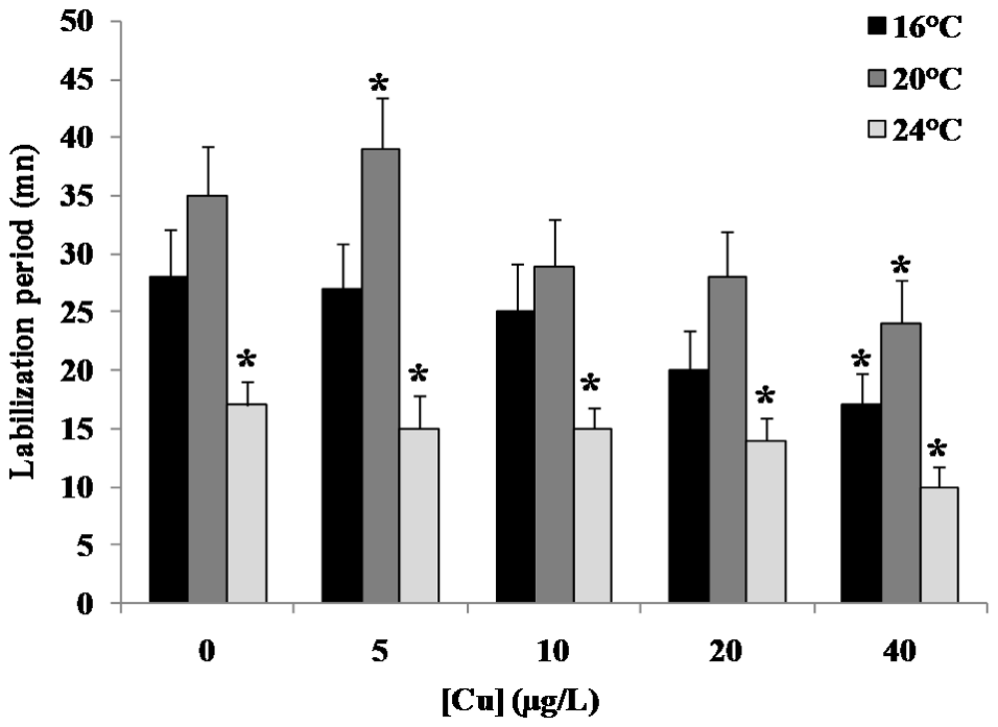
Effect of exposure to copper along with a temperature gradient on lysosomal membrane stability in*Mytilus galloprovincialis* digestive gland. Mussels were exposed for 4 days to Cu (0; 5; 10; 20 and 40 µg/L) along with a temperature gradient (16°C; 20°C and 24°C). Data, expressed as labilisation period (n = 10), were analyzed by ANOVA+ Tukey's post test. *: Statistically significant differences (P<0.01) in comparison with control condition (16°C without Cu supply).

**Figure 2:**
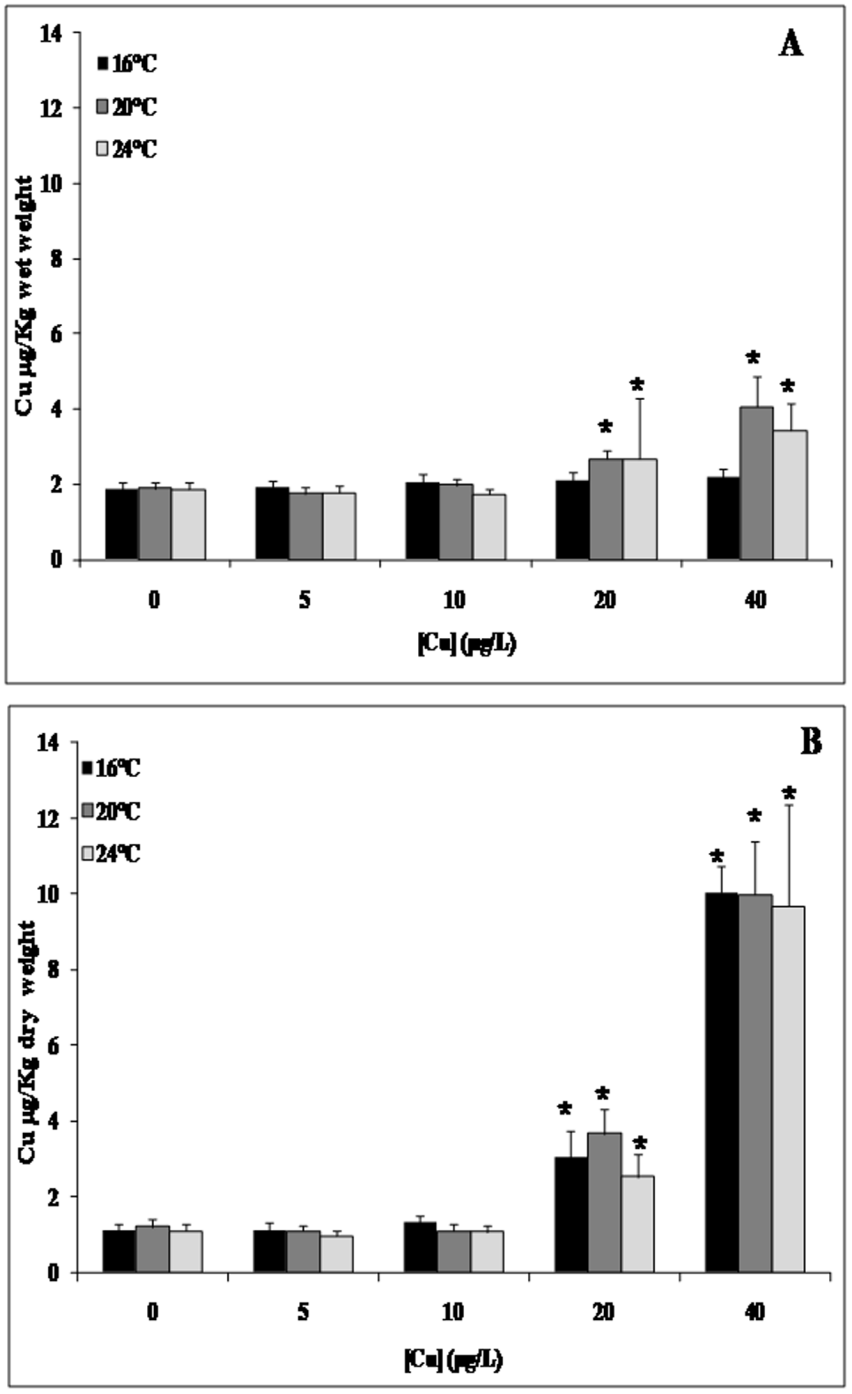
Copper accumulation in*Mytilus galloprovincialis* digestive gland (Panel A) and gills (Panel B) in animals exposed for 4 days to increasing Cu concentrations (0; 5; 10; 20 and 40 µg/L) along with a temperature gradient (16°C; 20°C and 24°C) Data, expressed in µg/g dry weight (n = 10), were analyzed by ANOVA+ Tukey's post test. *: Statistically significant differences (P<0.01) in comparison with control condition (16°C without Cu supply).

**Figure 3:**
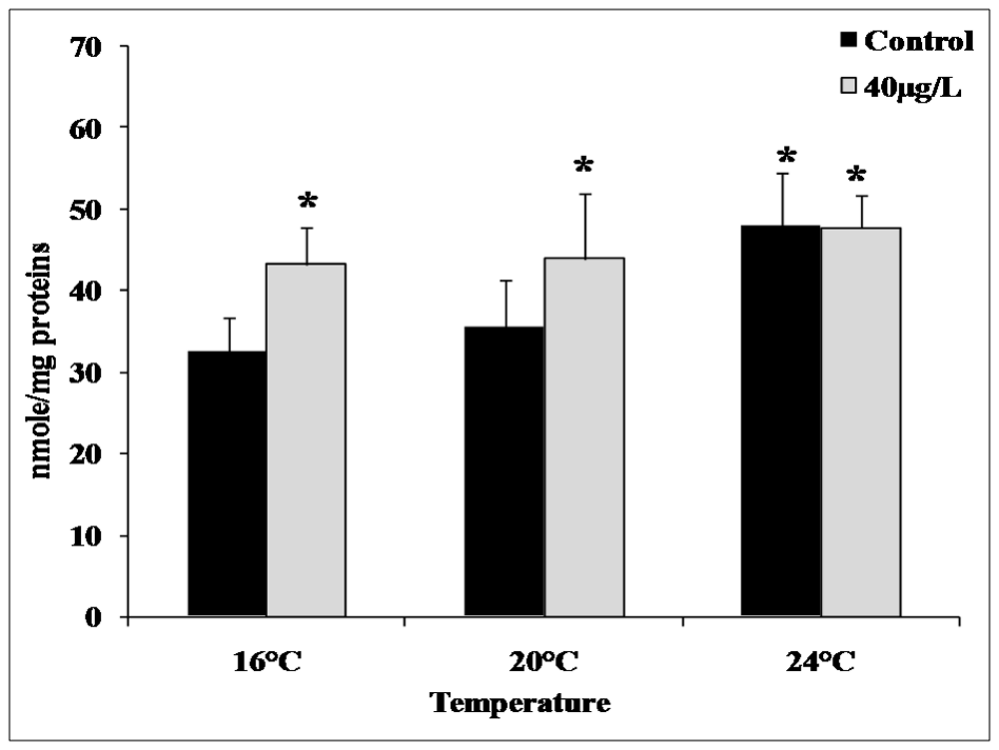
Malondialdehyde (MDA) accumulation in*Mytilus galloprovincialis* gills (Panel B) in animals exposed for 4 days to 40 µg/L Cu along with a temperature gradient (16°C and 24°C). Data, expressed in nmole/mg proteins (n = 10), were analyzed by ANOVA+ Tukey's post test. *: Statistically significant differences (P<0.01) in comparison with control condition (16°C without Cu supply).

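Gill RNA of single female mussels was hybridised on 36 dual-color cDNA arrays. The animals had been kept for 4 days at 16°C, 20°C or 24°C, without copper or with 40 µg/L copper, which makes 6 conditions. Of 9 comparisons between pairs of conditions, each was measured on 4 arrays, 2 in each dye orientation, so that every condition was hybridised on 12 arrays. Values were taken from the deposited spot intensities, which the authors read with GenePix Pro 6.0.0.74 and in which the background correction and normalization described in the methods are not included. A table of log2 ratios of background-subtracted medians, deposited as well, served as an alternative. An array holds 1920 cDNA probes, each spotted 2 times, and a probe is called a feature here. The files name features by clone plate and well, while the paper's tables use sequence accessions, and the files do not pair them. Counts and sizes of changes are therefore given without gene names. The sample labels name the digestive gland as the tissue, as does the legend of Fig. 4, whereas the methods and results of the paper and the scanner settings stored in the files name the gills. Intensities were corrected for background with normexp (offset 50) and normalized by loess within each array, and spots with a negative GenePix flag, 6.61% of the probe spots, were left out. One least-squares fit in limma over all 36 arrays gave every comparison, for the 1842 features with a value on at least 24 arrays. A feature was called at an adjusted p under 0.05 together with a log-odds value B above 0. On the 12 arrays without copper, the share of probe spots above their local background by 2 SD ran from 39.4% to 87.5% over arrays and channels, with a median of 66.05%, and all 12 were scanned in 1 session. The paper gives at least 4 biological replicates per condition, each a single animal, beside the 12 arrays per condition. The sources used here do not say which animals were hybridised on more than 1 array. The p-values therefore measure the spread between arrays and may be too small. After the fit, arrays with the same slide name still correlated at 0.255 within a feature.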

Large-scale transcriptional profiling was performed to identify the main molecular mechanisms involved in the response of mussels to copper exposure and heat stress. Using a 1.673-feature cDNA microarray, we generated transcriptome profiles for female gills exposed to 20°C and 24°C for 4 days, and we compared these data to profiles from control animals maintained at 16°C. Microarray analysis revealed distinct patterns for 161differentially expressed genes (DEGs; differential expression under at least one condition (Fig. 4A; Tables S2, S3). 

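At 24°C the levels of 57 of the 1842 features differed from 16°C, with 23 higher and 34 lower. At 20°C 8 features were called, with 5 higher and 3 lower, a count for which chance was not excluded. The lowest log2 ratio among the features called at 24°C was that of feature Myt01-003G10, at -1.94 (standard error 0.151, adjusted p = 1.6e-11 from limma), and it averaged -2.01 ± 0.417 (SD, n = 4) on the arrays that compare 24°C with 16°C directly. The same feature was also lower at 20°C, with a log2 ratio of -0.80 (standard error 0.151, adjusted p = 0.0061 from limma), which was not called without array 3 (-0.69) or from the deposited log2 ratios (-0.87). Feature Myt01-016G09 had the highest log2 ratio among the called features, 1.60 (standard error 0.381, adjusted p = 0.0085 from limma), with single arrays between 0.383 and 4.07; it was not called without array 3 (1.42), array 7 (1.22) or array 8 (1.55), nor with slide (1.50) or slide within session (1.52) as a random block, on the copper-free arrays alone (1.77) or from the deposited log2 ratios (1.41). For all features called at 24°C, the median log2 ratio was 0.81 for those that rose and -0.71 for those that fell. On the 4 direct arrays, 53 of the 57 had the same sign throughout, a count favoured by the use of these arrays in the calling fit. Each feature's mean over the 36 arrays was removed before single arrays were correlated. Over all features the 4 direct arrays of 24°C then correlated with each other at r = -0.000541 to 0.463, and those of 20°C at r = -0.38 to 0.193, with a median of -0.0668. In all, 59 features were called at 20°C or 24°C. The 12 copper-free arrays alone called 59 features at 24°C, 14 higher and 45 lower, of which 32 were among the 57, and 15 at 20°C, 4 higher and 11 lower. The count at 20°C was 2 without array 3, 3 without array 4, 4 without array 7 or 22, 5 without array 8 and 15 without array 12. It was 3 with the slide as a random block, 13 with print-tip loess and 18 with a dye term for each scan session, while limma called 0 from the deposited log2 ratios and 0 on the 4 direct arrays, with 90 and 63 features at an unadjusted p under 0.05. Called at either temperature were 36 without array 5 and 34 without array 7. The count at 24°C was 31 with the slide as a random block, 34 without array 5, 32 without array 7, and the 4 direct arrays fitted alone in limma called 0, with 224 features at an unadjusted p under 0.05. With median centring in place of loess, 11 features were higher and 33 lower at 24°C.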

Of the 161 DEGs, only 39 genes were shared between the 20°C and 24°C datasets (Table 1).

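Of the 8 features called at 20°C, 6 were also called at 24°C, each in the same direction, with 3 higher and 3 lower at both temperatures. Lists of these sizes drawn independently would share 0.248 features. All 57 features called at 24°C except 1 had the same sign at 20°C in the fit, at smaller sizes: those higher at 24°C had a median log2 ratio of 0.35 at 20°C, and those lower at 24°C one of -0.39. Across the 1842 features, which are not independent of each other, the log2 ratios at 20°C and 24°C correlated at r = 0.708. Both comparisons share the 16°C animals. With no effect in either of them, and noise drawn separately for each array and feature, r averaged 0.491 over 100 simulations. Such noise does not cover animals on several arrays. The covariance was 0.0644 beside a simulated 0.02. On arrays 1 to 4 and arrays 5 to 8, which have no array in common, r was 0.59. The number shared was 2 with the slide as a random block and 12 over the copper-free arrays alone, and it was 1 without array 3, 2 without array 4, 7 or 22, 3 without array 8 and 10 without array 9 or 12.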

**Figure 4:**
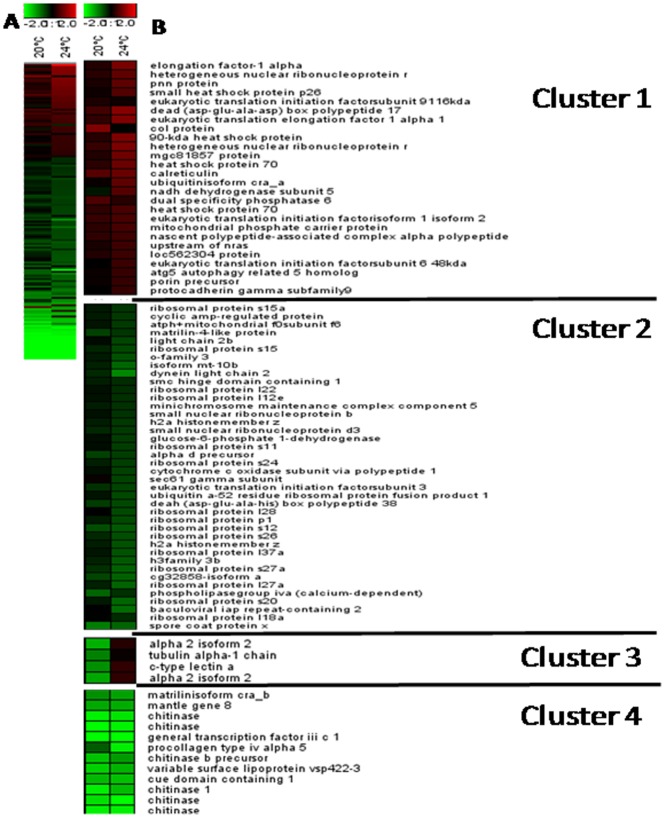
*Mytilus galloprovincialis* gene expression profiles of digestive gland tissue along with the temperature gradient. The heat map (A) (Pearson correlation, complete linkage algorithm) and the decomposition of gene expression profile (B) report the log2 relative expression level with respect to the selected reference condition (16°C). 161 differentially expressed genes were generated in at least one condition. Microarray data were analyzed using the Linear Mode for Microarray Analysis (LIMMA) software as described in [23]. B statistics with adjusted p value, 0.05 and B.0 were used as threshold for rejection of the null hypothesis (no variation). Supporting information to Figure 2 is present in Table S2 and Table S3. The k-means algorithm was used for the computation of different gene expression trends in the set of 161 unique genes whose expression was modulated in female gills along with the temperature gradient (table S3). K-means is an iterative procedure aimed to reduce the variance to a minimum within each cluster [24]; [25].

**Table 1:** Number of DEGs in mussels*Mytilus galloprovincialis* exposed to heat stress.

**Condition**	**20°C**	**24°C**	**Shared**	**Total**
**DEGs**	64	136	39	161
**Up-regulated**	9 (14%)	44(32.5%)	0	53 (23%)
**Down-regulated**	55 (86%)	92 67.5%)	39 (100%)	108 (67%)

To obtain more insight into the major patterns of gene expression following exposure to increased temperature, we performed K-means clustering (Fig. 4B; Table S4). Furthermore, we identified significantly enriched GO terms to reveal the biological processes contributing to the responses to exposure to 20°C and 24°C (Table 2; Table S5) and common to the responses to both temperatures (Table 2). 

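K-means clustering with 4 clusters was applied to the 59 features called at 20°C or 24°C, using their log2 ratios against 16°C. The largest cluster held 27 features that were lower at both temperatures, with centres of -0.33 at 20°C and -0.66 at 24°C. A further 7 features fell more, to centres of -0.70 and -1.26. Of the features above 16°C, 19 had centres of 0.36 at 20°C and 0.65 at 24°C, and 6 had centres of 0.77 and 1.30. The SD within clusters was between 0.135 and 0.31 at 20°C and between 0.148 and 0.352 at 24°C.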

Analysis of the 64 DEGs in animals exposed to 20°C (versus 16°C) highlighted the following contributing biological processes: protein polymerization, cellular protein metabolic processes, microtubule-based movement, and cellular biosynthetic processes (Table S4). In addition, the 136 DEGs obtained from animals exposed to 24°C were significantly associated with 10 biological processes, largely composed of “translation” processes (23 DEGs). Response to unfolded proteins was represented by five up-regulated DEGs in animals exposed to 24°C (table S4). Four heat shock proteins were included in this class (heat shock protein 70, AJ624049 and AJ624615; heat shock protein 90, AJ625915; small heat shock protein 26, AJ624926; and calreticulin, AJ624756);only the gene encoding calreticulin was differentially expressed in animals exposed to 20°C.

**Table 2:** GO term over-representation analysis of DEGs in the gills tissue of mussels exposed to heat stress.

Condition	Level	Go Term	N	(up)	Gene ID
**16°C–20°C**	4	Regulation of cellular protein metabolic process	3	3	AJ625912, AJ516752, AJ625915
	4	Microtubule-based movement	3	0	AJ625595, AJ625032, AJ625866
	4	Cellular biosynthetic process	3		AJ624768, AJ516582, AJ623925
	3	Protein polymerization	3	0	AJ625595, AJ625032, AJ625866
**16°C–24°C**	6	Translation	23	5	AJ626184, AJ625269, AJ516392, AJ624922, AJ625132, AJ624829, AJ624086, AJ625934, AJ625678, AJ625006, AJ625356, AJ625324, AJ625383, AJ625549, AJ625548, AJ624757, AJ626296, AJ625376, AJ624844, AJ516412, AJ625505, AJ624454, AJ623665
	4	RNA processing	5	1	AJ516537, AJ624991, AJ516404, AJ625133, AJ626226
	3	Larval development	6	1	AJ516886, AJ516404, AJ625236, AJ624922, AJ626296, AJ516600
	3	Chromosome organization	5	0	AJ516582, AJ516441, AJ624454, AJ516600, AJ516663
	3	Cellular component assembly	6	1	AJ516886, AJ624768, AJ516582, AJ623925, AJ516600, AJ516663
	3	Response to unfolded protein	5	5	AJ624615, AJ625915, AJ624926, AJ624756AJ624049
	3	Ribosome biogenesis	6	0	AJ516392, AJ625133, AJ625356, AJ625383, AJ625376, AJ623665
	2	Growth	5	1	AJ516886, AJ516404, AJ625236, AJ624922, AJ516600
	4	Regulation of cellular biosynthetic process	7	3	AJ516537, AJ625915, AJ626184, AJ625269, AJ625132, AJ516412, AJ624454
	3	System development	5	1	AJ516886, AJ516404, AJ625236, AJ624922, AJ626296
**In Common**	3	Chitin catabolic process	6	0	AJ624087, AJ625569, AJ625051, AJ624093, AJ624637, AJ625778

Gene Ontology terms enrichment analysis was carried out comparing the GO term frequency distribution into each condition against that in the whole microarray set (hypergeometric statistics, p,0.05). Only the lowest node per branch of the hierarchical structure of the Gene Ontology that fulfills the filter condition - cut off 3 sequences- was reported. Showed are: experimental condition; Level, level in the GO tee of biological processes; GO Term, over-represented feature; N, number of mussel sequences associated to each GO term; up, Number of up-regulated genes; Gene ID, EMBL accession number of each sequence found. the over-represented GO terms in heat stresses animals versus 16°C (hypergeometric stats, p,0.05).

We also carried out qRT-PCR to confirm and refine the relative expression levels of 11 homologue genes belonging to the most important K-means clusters, including metallothionein (mt10, EMBL ID AJ625847; mt20, not present on the array), calreticulin (AJ624756), eukaryotic translation elongation factor 1 alpha 1 (AJ624922), three chitinase variants (AJ624093, AJ625569, and AJ624637), fk506-binding protein (AJ624969) and ribosomal protein genes ribo-s12 (AJ626437), ribo27-s27 (AJ625324), and ribo-s19 (AJ625447). Microarray and qPCR data showed a positive relationship in all cases (Fig. S1).

RNA was extracted from the gills of animals exposed to copper and various temperatures. 

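For the copper experiment, 24 of the 36 arrays carried RNA of copper-exposed animals. Animals kept with 40 µg/L copper were compared with unexposed animals at the same temperature on 4 arrays per temperature, and the copper-exposed animals of 16°C, 20°C and 24°C were compared with each other on 4 arrays per pair. On these 24 arrays the share of probe spots above their local background by 2 SD had a median of 81.15%, from 56% to 90%, and they were scanned in 8 sessions. The 4 arrays of copper at 16°C differed among themselves. For these correlations each feature's mean over the 36 arrays was removed and each array was turned to copper over control. Arrays 9, 10 and 11 correlated with each other at r = 0.368 to 0.669 over features, whereas array 12 correlated with array 10 at r = -0.468. The settings stored with array 9 name its dyes the other way round from the sample labels, and the labels were followed. At 16°C the 2 arrays of each dye orientation were scanned in a session of their own. The 4 arrays of copper at 24°C correlated at r = 0.226 to 0.701, and those of copper at 20°C at r = -0.205 to 0.387.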

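Copper at 24°C was followed by the largest number of called features among the 3 temperatures. Compared with unexposed animals at the same temperature, 40 features were called at 16°C, with 22 higher and 18 lower, 36 at 20°C, with 18 higher and 18 lower, and 88 at 24°C, with 50 higher and 38 lower. Lower features thus made up 45%, 50% and 43.2% of the calls. Feature Myt01-005F03 rose with copper at every temperature: its log2 ratio was 1.55 at 16°C (standard error 0.26, adjusted p = 0.00031 from limma), 1.76 at 20°C (adjusted p = 6.8e-05) and 1.78 at 24°C (adjusted p = 5e-05), and all 4 arrays of each comparison were above 0. At 16°C it was not called with array 9 turned (1.22, adjusted p = 0.16 from limma), with array 12 turned (1.12, adjusted p = 0.093) or with a dye term for each scan session (1.56, adjusted p = 0.32). It was higher at 24°C without copper too (log2 ratio 1.09), though not called without array 7 (0.95), without background correction (0.70), with slide (1.08) or slide within session (1.05) as a random block, or with array 9 (0.97) or array 12 (0.94) turned, and in animals at 24°C with copper it was 7.27-fold above the 16°C controls. The lowest log2 ratio with copper at 24°C was that of feature Myt01-007H04, -3.13 (standard error 0.741, adjusted p = 0.0046 from limma), whose single arrays ran from -5.68 to -2.06; it was not called without array 33 (-2.78), array 34 (-2.68) or array 36 (-3.20), or with array 5 read as 16°C against 20°C (-3.08). In all 131 features were called with copper at any temperature, 102 of them at 1 temperature only and 4 at all 3. The count at 24°C was 51 without array 34 and 43 without array 35, that at 20°C was 22 without array 27 and 20 without array 28, and that at 16°C was 26 without array 9 and 12 with array 12 turned; with array 9 turned, limma called 0 features at 16°C and 140 had an unadjusted p under 0.05. Fitted alone, the 4 direct arrays of each temperature called 0 features in limma, with 207, 141 and 323 at an unadjusted p under 0.05. The deposited log2 ratios gave 9 called features at 16°C, 8 at 20°C and 41 at 24°C. A weight for each array gave 57 at 20°C and 163 at 24°C. For the 40 at 16°C chance was not excluded. With median centring 67 features were higher and 21 lower at 24°C, and with a dye term for each scan session 55 were called there. At 16°C that term, which cannot be parted from the dye orientations of the direct arrays, left 0 called in limma and 130 at an unadjusted p under 0.05.

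**Figure D1:**
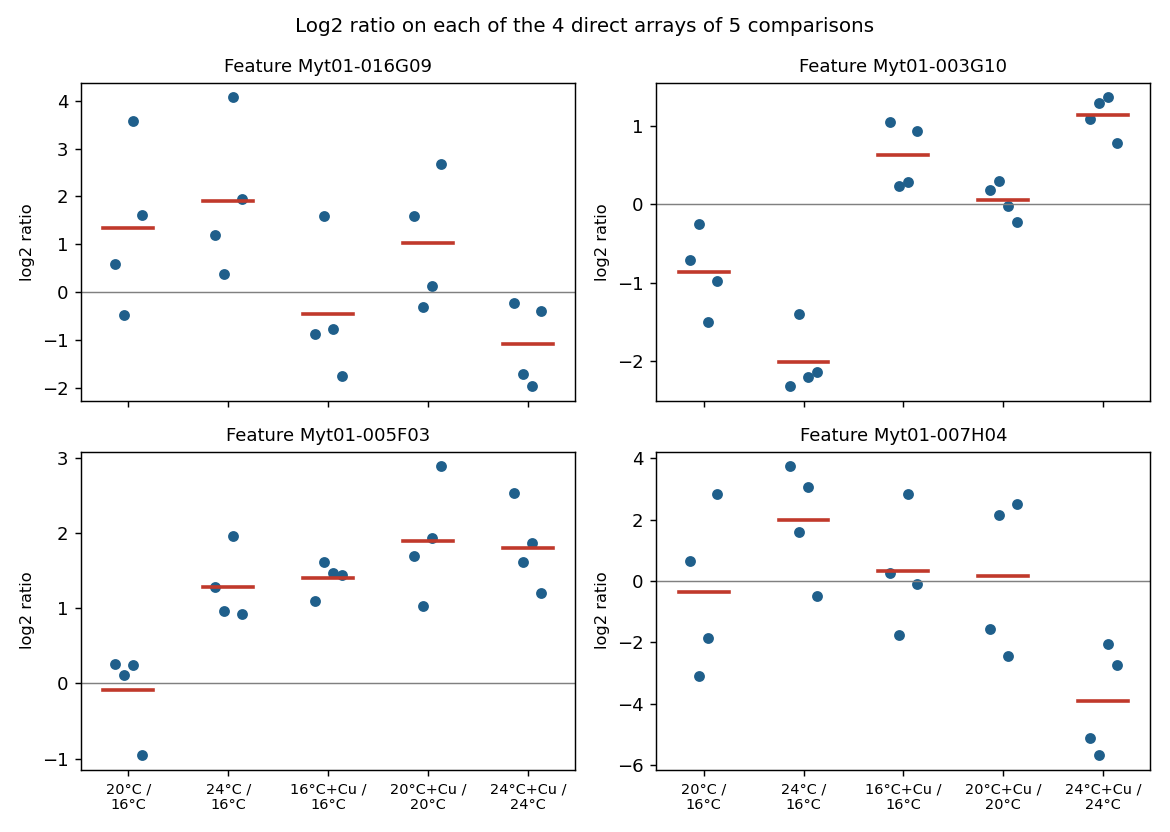
Log2 ratio of 4 features on each of the 4 arrays that compare the 2 conditions directly (points) and the mean of these arrays (red lines), for heat against 16°C and for copper against the same temperature. The arrays of Myt01-005F03 with copper lie above 0 at each temperature, and those of Myt01-003G10 lie below 0 at 24°C and above 0 with copper at 24°C. Choosing a feature required the same sign on all 4 direct arrays. This applied to Myt01-016G09 and Myt01-003G10 at 24°C, and to Myt01-005F03 and Myt01-007H04 with copper at 24°C.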

Dual-color microarray hybridizations revealed 119 DEGs (56% down-regulated), 66 DEGs (54.5% down-regulated), and 177 DEGs (45.1% down-regulated) for animals exposed to 16°C, 20°C, and 24°C, respectively, between copper-exposed animals and controls (Table S3). GO analysis of the 119 DEGs in animals exposed to copper at 16°C highlighted nine biological processes, including the up-regulation of 16 genes involved in translation (Table 3; Table S6). We detected the up-regulation of genes involved in ribosome biogenesis, macromolecular complex assembly, post-embryonic development, and organ development and growth. For the 66 DEGs at 20°C, we uncovered four GO-enriched biological processes, including up-regulation of genes involved in “protein folding” and “RNA processing” and down-regulation of genes belonging to the class “response to stimulus” (Table 3; Table S6). 

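In animals at 24°C with copper, most of the features called for heat alone moved the other way when copper was added. Of the 57 features called at 24°C against 16°C, 52 had the opposite sign in 24°C plus copper against 24°C: the 23 higher at 24°C had a median log2 ratio of -0.51 with copper, and the 34 lower had one of 0.58. Feature Myt01-003G10, lower at 24°C, had a log2 ratio of 1.25 with copper there (standard error 0.16, adjusted p = 7.3e-06 from limma). Choosing features called at 24°C favours this sign, since both comparisons hold the 24°C animals. Of the 59 features called on the copper-free arrays alone, 57 had the opposite sign on arrays 33 to 36, whose measurements did not enter that choice. Those arrays hold 24°C animals too, perhaps the same ones, so the preference for this sign is not removed. With copper at 16°C, on arrays 9 to 12, 42 of the 57 features called at 24°C had the sign opposite to heat and 15 the same. Against the 16°C controls, 5 features were called at 24°C plus copper, all higher, beside 38 at 20°C plus copper, 19 higher and 19 lower. The 38 were 59 without array 12. The 5 were 8 without array 1 or 3, 9 without array 5 or 8, 10 without array 10 or 19, 11 without array 6 or 26, 14 without array 36, 18 without array 12, 19 without array 2 and 22 without array 18. Each of these fits called lower features too, such as 6 without array 2 and 7 without array 18. Median foregrounds gave 7 higher and 6 lower, and the deposited log2 ratios 2 higher and 0 lower. Across the 1842 features, which are not independent of each other, the response to 24°C and the response to copper at 24°C correlated at r = -0.676. Both hold the 24°C animals, with opposite sign. With no effect and noise drawn separately for each array and feature, r averaged -0.349 over 100 simulations. Such noise does not cover animals on several arrays. The covariance was -0.0974 beside a simulated -0.0149. With a dye term for each scan session r was -0.631. From arrays 5 to 8 and arrays 33 to 36, which have no array in common, r was -0.594. Between 24°C and 20°C, 110 features differed in their copper response, 44 more positive at 24°C and 66 more negative. The majority turned with median centring and with the deposited log2 ratios, which gave 43 and 18.

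**Figure D2:**
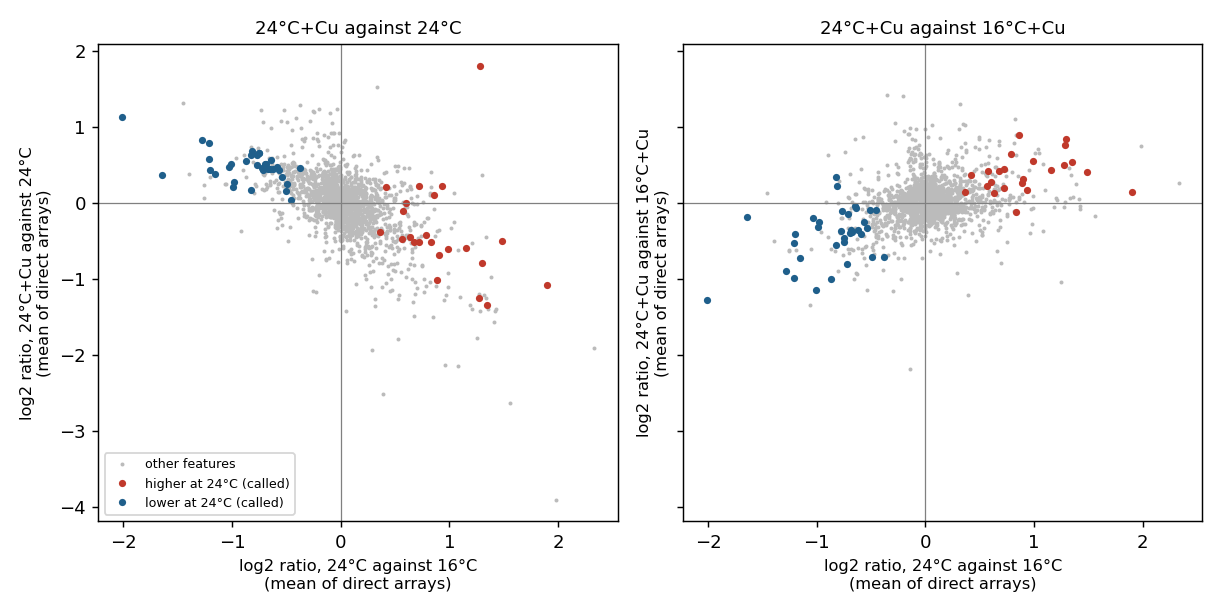
Mean log2 ratio of each feature at 24°C against 16°C (horizontal axis) against that of copper at 24°C (left) and that of 24°C against 16°C in copper-exposed animals (right), each from the arrays that compare the conditions directly. Red and blue points are the 23 features higher and the 34 lower at 24°C, chosen in a fit that also used the arrays on both vertical axes, which favours opposite signs on the left (51 of 57) and the same sign on the right (54).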

The transcriptional response of mussels exposed to copper and a temperature of 24°C was completely different from the response of animals exposed only to 24°C, and also from those exposed to copper and a temperature of 20°C. The main pattern was characterized by the up-regulation of 38/41 genes contributing to the GO process of “translation,” 12 genes involved in “ribosome biogenesis,” and 6/10 genes implicated in “cellular macromolecular complex assembly,” as well as down-regulation of 7 genes associated with “microtubule-based movement” (Table 3; Table S6).

**Table 3:** GO term over-representation analysis of DEGs in the gills tissue of mussels exposed to copper along with heat stress.

Condition	Level	Go Term	N	(up)	Gene ID
**16_Cu/16°C**	6	Translation	16	14	AJ625495, AJ625269, AJ626374, AJ516491, AJ624125, AJ625132, AJ626437, AJ625006, AJ625324, AJ625356, AJ625548, AJ625546, AJ623547, AJ624301, AJ625604, AJ624649
	4	Organ development	7	3	AJ516886, AJ625490, AJ625655, AJ516404, AJ624125, AJ625488, AJ626467
	3	Ribosome biogenesis	7	4	AJ516491, AJ625133, AJ626437, AJ625356, AJ623352, AJ623547, AJ624649
	2	Growth	5	4	AJ516886, AJ516404, AJ626179, AJ626329, AJ623342
	4	Post-embryonic development	5	4	AJ516886, AJ516404, AJ625488, AJ626179, AJ626329
	4	Nervous system development	5	3	AJ516886, AJ625655, AJ516404, AJ624125, AJ625488
	4	Chitin catabolic process	5	0	AJ624093, AJ624637, AJ624087, AJ625051, AJ625569
	3	Cellular macromolecular complex assembly	5	4	AJ626179, AJ626329, AJ625083, AJ516796, AJ516663
	3	Nuclear mRNA splicing, via spliceosome	5	5	AJ516537, AJ516404, AJ626179, AJ626329, AJ625083
**20_Cu/20°C**	4	Response to stimulus	9	6	AJ624926, AJ625244, AJ625131, AJ623342, AJ625488, AJ625311, AJ624260, AJ624898, AJ625490
	4	RNA processing	5	4	AJ624597, AJ624828, AJ626179, AJ623352, AJ626329
	3	Protein folding	5	3	AJ624926, AJ625244, AJ624969, AJ623698, AJ624898
	4	Multicellular organsmal development	5	2	AJ624597, AJ625441, AJ625488, AJ626179, AJ625655
**24_Cu/24°C**	6	Translation	41	38	AJ624649, AJ623547, AJ625549, AJ625548, AJ625546, AJ625447, AJ625934, AJ624248, AJ625342, AJ624732, AJ625244, AJ624925, AJ624829, AJ626437, AJ516491, AJ626296, AJ624429, AJ624426, AJ516392, AJ624488, AJ624324, AJ626091, AJ625324, AJ624871, AJ624125, AJ625874, AJ516873, AJ626184, AJ625376, AJ623665, AJ516412, AJ624503, AJ625957, AJ624109, AJ625366, AJ625006, AJ516364, AJ516361, AJ624454, AJ516752, AJ624844
	3	Ribosome biogenesis	12	12	AJ624649, AJ623547, AJ625342, AJ626437, AJ625133, AJ516491, AJ516392, AJ516873, AJ625376, AJ623665, AJ625366, AJ516361
	3	Cellular macromolecular complex assembly	10	6	AJ516796, AJ625595, AJ624686, AJ625091, AJ626329, AJ516582, AJ625866, AJ626179, AJ516600, AJ516663
	3	Microtubule-based movement	7	0	AJ623937, AJ516796, AJ625595, AJ516886, AJ625091, AJ625473, AJ625866
	3	DNA conformation change	7	7	AJ626296, AJ516886, AJ626329, AJ625027, AJ626179, AJ516600, AJ516404

Gene Ontology terms enrichment analysis was carried out comparing the GO term frequency distribution into each condition against that in the whole microarray set (hypergeometric statistics, p,0.05). Only the lowest node per branch of the hierarchical structure of the Gene Ontology that fulfills the filter condition - cut off 5 sequences- was reported. Showed are: experimental condition; Level, level in the GO tee of biological processes; GO Term, over-represented feature; N, number of mussel sequences associated to each GO term; N up, Number of up-regulated genes; Gene ID, EMBL accession number of each sequence found. The over-represented GO terms in copper exposed animals versus relative control (16°C, 20°C and 24°C) (hypergeometric stats, p,0.05).

Co-exposure to copper and elevated temperatures resulted in a new transcriptional profile for the genes encoding heat shock proteins versus exposure to heat only (Table 4). In animals exposed to 20°C plus copper, we detected the up-regulation of the genes encoding 6 heat shock proteins: heat shock protein 70(AJ624049, AJ624615), heat shock protein 90(AJ625915), small heat shock proteins 26(AJ624926) and 27 (AJ625244), and the fk506-binding protein (AJ624969). Interestingly, up-regulation of only the genes encoding small heat shock proteins 26 and 27 was maintained in animals exposed to 24°C plus copper (table 4).

**Table 4:** Log 2-fold change (M values) of the 7 heat shock proteins differentially expressed in gills of mussel exposed to copper along with the temperature gradient.

Gene ID	Gene Name	Experimental condition				
		20°C	24°C	16°C/Cu	20°C/Cu	24°C/Cu
**AJ624049**	Heat shock protein 70	-	0,57	-	0,83	-
**AJ624926**	Small heat shock protein p26	-	0,64	-	0,63	0,78
**AJ624756**	Calreticulin	0,67	0,82	-	-	-
**AJ624615**	Heat shock protein 70	-	0,83	-	0,83	-
**AJ625915**	90-kda heat shock protein	-	0,97	-	1,19	-
**AJ624969**	Fk506-binding protein	-	-	0,56	0,67	0,62
**AJ625244**	Heat shock 27 kda protein 1	-	-	-	0,93	2,00

We performed a qualitative comparison of the DEGs resulting from temperature exposure alone and the DEGs identified following co-exposure to heat and copper. A Venn diagram was generated for each temperature (Fig. 5), and GO term enrichment was assessed to identify qualitative differences between biological processes shared between the strict temperature effect and the co-effect of copper and temperature (Tables 2 and 3).

**Figure 5:**
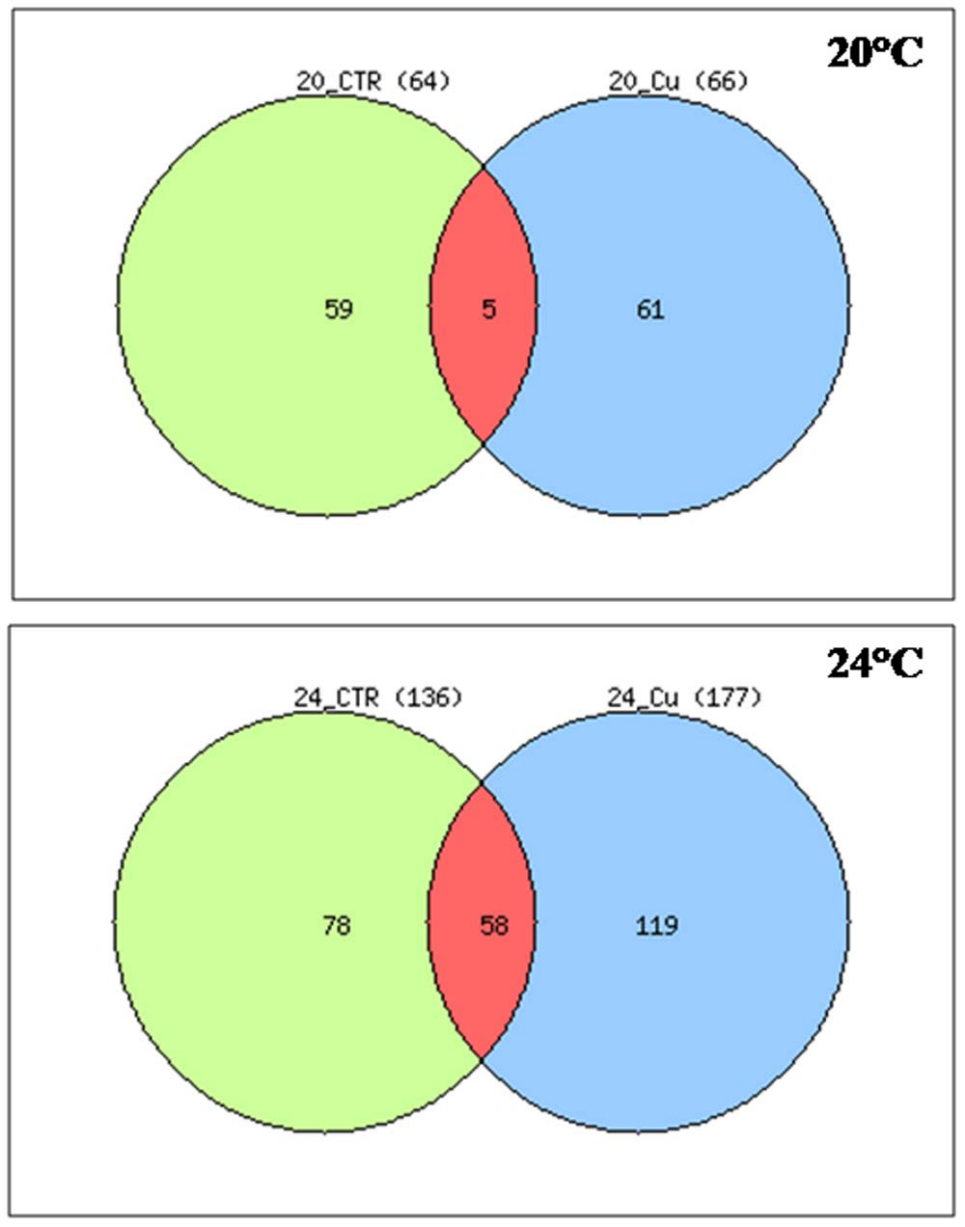
Venn diagram representation of gene expression patterns. The diagram clearly depicted that only 5 DEGs shared between 20°C and 20°C plus Cu and 58 DEGs between 24°C and 24°C plus Cu. All DEGs are obtained respect to the control condition 16°C.Data used to generate the Venn-diagram were obtained from microarray analysis (Table S3).

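Between the features called at 24°C against 16°C and those called at 24°C plus copper against 24°C, 21 were shared, and 20 of these ran in opposite directions. Among them 16 were lower with heat and higher with copper, where independent lists would give 0.923, and 4 were higher with heat and lower with copper, where independent lists would give 0.474. The single feature called the same way in both was higher. At 20°C, 1 feature was shared, higher with heat and lower with copper. Heat and copper at 1 temperature share the unexposed animals, which independent lists would not. When 16°C without copper was the reference for the copper-exposed animals, as in the legend of the diagram, 2 features were shared at 20°C, both lower, and 2 at 24°C, both higher. The number shared at 24°C was 10 without array 7 and 13 without array 35.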

## Discussion

An increasing body of evidence indicates that global climate change will exert important effects on living organisms, including aquatic organisms such as mussels that inhabit tidal zones. Several recent investigations sought to understand the biological strategies employed by mussels confronting climate change and invading new suitable areas [33]; [34]; [6]. However, tidal zones are subject to severe contamination episodes, such as heavy metal hot spots [14].

Here we report the acute effects of increasing temperature and copper exposure on the biological response of the mussel *M. galloprovincialis*. LMS analysis revealed a toxic effect following exposure to increased copper concentrations, an effect that became pronounced at higher temperatures (Fig. 1). LMS has been reported to be a very sensitive cellular marker for assessing environmental impact [15]; [18]; [35]; [36]. Previous studies described clear correlations between LMS and other high-level ecotoxicological endpoints, such as immune response and cell death [37]; [38]. The direct relationship between LMS and scope for growth allows LMS to be linked to potential effects at the organismal and population levels, as proposed by Allen and Moor [36]. These findings of a negative effect of copper exposure in combination with a temperature gradient motivated our investigation of the adaptive/toxicity molecular mechanisms of mussels to heat stress and copper exposure.

We performed chemical analysis of copper uptake in a variety of mussel tissues to determine the most suitable tissue for revealing information about the mussel response to copper exposure and heat stress. As expected and as it was previously described by Baines and Fisher [39], we observed a higher accumulation of copper in gills than in the digestive gland, an organ with higher metabolic function [40]; [41]. These data may be related to the exposure route; in many experiments, copper was added to the seawater, which may yield higher accumulation measurements for the tested xenobiotics, particularly in gills in cases of acute exposure [42]. Therefore, we selected gills for our transcriptional analysis of mussels exposed to copper and a temperature gradient. Gills were also used to evaluate the transcriptomic [33] and proteomic [6] responses of mussels to heat stress and other environmental stresses [43].

The ability of a stressed organism to adjust its cellular processes via transcriptional control can allow it to cope with the alteration of cellular functions and to avoid cellular damage that could also lead to death. Our microarray and GO analyses identified 64 DEGs at 20°C and 136 DEGs at 24°C and revealed that distinct biological processes were involved in the adaptation to higher temperatures. The response of mussels exposed to 24°C is characterized by the up-regulation of protein folding (five genes) and the down-regulation of translation-related genes (23 genes). Among proteins represented in our microarray and involved with protein folding, calreticulin and HSP27 seem to play pivotal roles in the response to heat stress. Calreticulin is known to bind misfolded proteins, preventing their export from the endoplasmic reticulum to the Golgi apparatus [44]. Up-regulation of calreticulin and HSP27 was recently reported to be highly up-regulated in *M. galloprovincialis* with respect to *M. trossulus* exposed to heat stress, thus explaining the invasive success of *M. galloprovincialis* in the southern and central coasts of California [33].

We detected marked down-regulation at 24°C of 23 DEGs related to the translation process, although this effect is difficult to interpret because these genes encode proteins that are implicated in multiple cellular pathways. Of these 23 down-regulated DEGs, 13 encode ribosomal protein subunits (table S5); their down-regulation may indicate that mRNA-directed protein synthesis is reduced in mussels at 24°C. Temperature is known to interfere with protein synthesis, as the abundances of proteins involved in protein synthesis, protein degradation, ATP supply, and structural proteins change in response to heat exposure in sturgeon larvae [10]. Ribosome biogenesis is temperature-dependent in bacteria [45] and Connolly and Hall [46] suggested that both transcription and translation are regulated in zebrafish in response to environmental stresses such as high temperature.

Copper exposure and heat stress are potent inducers of oxidative stress [47]; [48]; [33]; [6]. Accordingly, the MDA accumulation observed here (Fig. 3) suggests marked oxidative stress damage in mussels exposed to copper and increasing temperatures. However, our transcriptional data do not indicate modulation of oxidative stress-related genes in heat-stressed animals. This observation maybe due to the limit of the microarray used in this study, which only contained 1,673 sequences, increasing the probability of failing to detect some transcriptional changes involved in the oxidative-stress response. Specifically our microarray lacked probes for the genes encoding superoxide dismutase, catalase, and glutathione S-transferase, which are typically involved in the response to oxidative stress.

The transcriptional response of mussels exposed to 20°C was marked by the down-regulation of the genes encoding two tubulin isoforms and actin, which are involved in microtubule-based movements. Cytoskeletal protection was previously proposed as a potential mechanism for increased thermo-tolerance in mussels [33]. In contrast to the reported proteomic response of warm-adapted *M. galloprovincialis*, in which tubulin levels were generally higher at 24°C and 28°C than at 32°C [6], in the present work the gene encoding tubulin was down-regulated at 20°C and was unchanged at 24°C relative to 16°C, probably because the experimental conditions (exposure period and route) were not identical to the previous study.

Functional analysis of the 39 DEGs common to the 20°C and 24°Cdatasets indicated the down-regulation of the genes encoding six chitinase variants at both temperatures, suggesting the involvement of chitin metabolism in the response to increased temperature. The pattern of three chitinase variants (AJ624093, AJ625569, and AJ624637) was confirmed by mean of qRT-PCR (figure S1). In chitin-containing organisms, chitinases are essential for maintaining normal life-cycle functions such as morphogenesis [49], cell division, and immunity [50]. In mussels and other marine invertebrates, chitinases play a role in digestion and in the control of growth and remodeling processes; the activities of the chitinases have been reported to be highly correlated with food availability [31]. In this study, sustained down-regulation of these genes in copper- and/or heat-stressed mussels maybe a specific, toxic effect of higher temperatures.

The toxic effects of copper on numerous aquatic organisms have been studied intensely over the past 20 years [51]. To our knowledge, this is the first report of the transcriptional changes in mussels exposed to copper along a temperature gradient. Our data indicate a differential modulation of mRNA abundance in mussels co-exposed to copper and 16°C, 20°C, and 24°C. Compared to the effect of temperature alone, the mussel's response to exposure to copper and 24°C was mainly characterized by a clear increase in the number of up-regulated genes involved in “translation” and the number of down-regulated genes linked with “microtubule-based movement”. 

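The copper response itself was compared between temperatures by interaction contrasts. For 50 features it differed between 24°C and 16°C, with 40 more positive and 10 more negative at 24°C. Between 20°C and 16°C it differed for 1 feature, more positive at 20°C, while 157 had an unadjusted p under 0.05. That count was 0 without array 2 or 12 in limma, with 135 and 133 at an unadjusted p under 0.05, 2 without array 16, 18, 28, 30 or 33, 3 without array 14 or 25, 5 without array 10 and 6 without array 3 or 15. Of the features called with copper, 12 were shared by 16°C and 20°C and 19 by 16°C and 24°C, all in the same direction, while 20°C and 24°C shared 6, of which 5 had the same direction. Independent lists would share 0.782, 1.91 and 1.72 features. These 3 comparisons have no condition in common, but the fit links them through the loop: with no effect, r between them averaged 0.331 to 0.34 over 100 simulations, beside observed values of 0.592 for 16°C and 20°C, 0.307 for 16°C and 24°C and -0.172 for 20°C and 24°C. That of 16°C and 24°C was 0.00236 with array 9 turned, a setting added after seeing the data. On the direct arrays alone the 3 values were 0.234, 0.0176 and -0.213. Feature Myt01-003G10 had a copper response at 24°C that was higher by 0.76 than at 16°C (adjusted p = 0.011 from limma) and by 1.17 than at 20°C (adjusted p = 9e-05). With array 7 left out, the copper response differed between 24°C and 16°C for 32 features, and for 31 with a dye term for each scan session. From the profiles of chaperone and translation genes at 24°C plus copper, the paper proposes that copper and heat interact negatively.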

We only detected the persistence of the up-regulation of the genes encoding HSP27/HSP26 and FK506-binding protein when HSP70/HSP90 and calreticulin were unpaired.

Heat shock was previously reported to reduce the translation of proteins other than molecular chaperones, in part to avoid exposing nascent polypeptide chains to denaturing conditions [52]. This protective strategy is confirmed by our data in mussels exposed to 24°C. Similar data were reported by Tomanek and Zuzow [6], who observed clear increases in the levels of the molecular chaperones HSP70 and HSP90 in *M. galloprovincialis* and *M. trossulus* exposed to acute heat stress. Moreover, Lockwood *et al* [33] reported that small heat shock proteins are responsive to heat stress in *M. galloprovincialis*.

In this study we report a distinct transcriptional profile of molecular chaperones in mussels exposed to 24°Cand copper when compared with mussels exposed to 24°C alone, in which only small heat shock proteins were up-regulated. Conversely, 38 genes involved in translation were up-regulated in mussels exposed to 24°C plus copper versus 24°C exposure alone. These data suggest a negative interaction between copper and higher temperatures on the adaptive response of mussels to heat stress, and thus may underscore an ecological risk due to temperature increases in heavy metal-contaminated seawaters.

This study is the first report of the involvement of ribosomal transcripts in the response to copper exposure, probably due to an increase in the ribosome synthesis rate to support cellular activities such as protein translation, transcriptional activation, and mRNA stabilization during sublethal copper exposure. This transcriptional up-regulation was found to be very important in the presence of higher temperatures. Our data suggest that mussels adopt a compensatory strategy in response to the effects of exposure to sublethal copper levels, a strategy that is mainly characterized by up-regulation of genes involved in protein synthesis.

Small heat shock proteins such as HSP27, HSP26, and FK506-binding protein are likely to act as chaperones for maintaining cytoskeletal structural elements during stress [53]. Moreover, the cytoskeleton is likely to be critical for thermo-tolerance in mussel tissues, particularly in gills [33]. However, [33] carried out their observations at 32°C, while our observations were performed at 24°C in the presence of copper. Our data show that heat stress (24°C) and copper exposure in mussels lead to the up-regulation of genes involved in cytoskeletal protection.

## Conclusion

Global warming is an emerging threat to ecosystems worldwide. This work constitutes a first attempt to clarify how an increase in temperature of 5–8 degrees over the next 100–150 years, which is assumed by modelers, may exert negative effects on marine organisms, particularly those inhabiting coastal environments subject to anthropogenic pollutants.

The exposure of mussels to copper along a temperature gradient led to oxidative stress and resulted in transcriptional changes. Our results confirm the important contributions of heat shock proteins, including the folding and unfolding of misfolded proteins, in the response to heat stress. In mussels exposed to increased temperatures, we observed down-regulation of genes linked to translation, as well as an opposite expression pattern of these genes when mussels were exposed to increasing temperatures in the presence of copper.

## Supporting Information

Figure S1 **QPCR data of 10 selected targets obtained from the cluster analysis (Additional information to** **Table 2** **,** **table 3** **and** **Figure 4** **).** Gene expression was performed respect to 16°C and was normalized against Actin, 18S and Ribo L27. * Significantly different from reference condition (16°C), *p<005 threshold cycle random reallocation test according to [31], n = 4.
(PPTX)

Table S1 **Q-PCR primers and Taqman probes.** Given are: #, a progressive number; Gene ID, EMBL or NCBI gene Identifier; Taqman probe, sense primer and antisense primer sequences. All sequence are given 5′ to 3′. Legend: AJ625847, Mt-10 AJ624756, cartiticuline; AJ624922, eukaryotic translation elongation factor 1 alpha 1; AJ624093, AJ625569, and AJ624637; 3 chitinase variants; AJ624969, fk506-binding protein; AJ626437, ribosomal protein genes ribo-s12; AJ625324, ribosomal protein genes ribo27-s27a; AJ625447, ribosomal protein genes ribo-s19; AJ625928; ribosomal protein genes ribo-L27; AJ625116, actin; L33452, 18S ribosonal RNA.
(DOCX)

Table S2 **The total array sequence names, their description and their associated GOs(Blast2GO output) (Additional information to** **Figure 4** **).**
(XLS)

Table S3 **M-Values of the 161 DEGs in at least one condition during the exposure to 20°C and 24°C (16°C is considered as the reference) (Additional information to** **Figure 4B** **).**
(XLSX)

Table S4 **Details about the number, the unique ID and their M values in the two conditions (20°C and 24°C) associated to each cluster (Additional information to** **Fig. 4B** **).**
(XLSX)

Table S5 **Functional genomics analysis of Gills DEGs in animals exposed to 20°C and 24°C (against 16°C) (Additional information to** **table 3** **).**
(XLSX)

Table S6 **Functional genomics analysis of Gills DEGs in animals exposed to Cu along with the temperature gradient (Additional information to** **table 3** **).**
(XLSX)

# Supplementary material for: Transcriptional Response of the Mussel Mytilus galloprovincialis (Lam.) following Exposure to Heat Stress and Copper
**Source:** PLoS One. 2013 Jun 25;8(6):e66802. doi: 10.1371/journal.pone.0066802
**Supplement:** Figure S1 — QPCR data of 10 selected targets obtained from the cluster analysis (Additional information to Table 2 , table 3 and Figure 4 ). Gene expression was performed respect to 16°C and was normalized against Actin, 18S and Ribo L27. * Significantly different from reference condition (16°C), *p<005 threshold cycle random reallocation test according to [31], n = 4.

## Slide 1

Figure S1: QPCR data of 10 selected targets obtained from the cluster analysis. Gene expression was performed respect to 16°C and was normalized against Actin, 18S and Ribo L27. * Significantly different from reference condition (16°C), *p< 005 threshold cycle random reallocation test according to [31], n=4. (Additional information to Table 2, Fig. 4, Fig 5 and Fig 6)

# Supplementary material for: Transcriptional Response of the Mussel Mytilus galloprovincialis (Lam.) following Exposure to Heat Stress and Copper
**Source:** PLoS One. 2013 Jun 25;8(6):e66802. doi: 10.1371/journal.pone.0066802
**Supplement:** Table S1 — Q-PCR primers and Taqman probes. Given are: #, a progressive number; Gene ID, EMBL or NCBI gene Identifier; Taqman probe, sense primer and antisense primer sequences. All sequence are given 5′ to 3′. Legend: AJ625847, Mt-10 AJ624756, cartiticuline; AJ624922, eukaryotic translation elongation factor 1 alpha 1; AJ624093, AJ625569, and AJ624637; 3 chitinase variants; AJ624969, fk506-binding protein; AJ626437, ribosomal protein genes ribo-s12; AJ625324, ribosomal protein genes ribo27-s27a; AJ625447, ribosomal protein genes ribo-s19; AJ625928; ribosomal protein genes ribo-L27; AJ625116, actin; L33452, 18S ribosonal RNA.

Table S1. Q-PCR primers and Taqman probes

| Gene _ID | Probe | Sense Primer | Antisense Primer |
| --- | --- | --- | --- |
| AJ625256 | AACTTTTCCACCACGCCCGCCATT | AACATATACAGGCAAAGCACTACA | TCACCATCCGTAATGATAATTGCA |
| AJ624593 | AGCTTGTCCTCCTGTCTGGCCTCG | TGATGCAGTTCAACAGGAAGGT | ATTGCCAATGATCAAACACACACT |
| AJ625894 | TCCACCTTCAAGGGCTGTGACTCTGCT | CGGGAGGAGATGGACAGTTCA | CGGCTTAGATCCTGTTGCTGAA |
| AJ625621 | AAGTCCTCGCTTCCTCAGTCTCTCAACA | CACAGGTGAATCCAAAGATGTTGT | ACTCATCAATGGGGTCTATCATGT |
| AJ625655 | CTCCATGTGCCCTCTGAGTGAAACTTGT | TCAGTGATGATCCTAGATTAGGCA | CGTTCCTCTCTTTCCATCTGTAAC |
| AJ624922 | ACAAACTGTCGCCGTAGGAGTCATCAAA | CGTTTTGCTGTCCGAGACATG | CCACGCCTCACATCATTTCTTG |
| AJ624702 | TCATCTTGGTAATAGCCTCCGCAAATGC | AATACAAGAGATGTTGCTGCTACA | TTTGAACTGTTCCCATTCTGACTT |
| AJ624502 | AGAGGACCAACACCAACAACAATGACTG | AACGAGAACTTTGAATTCCAGAGA | CTCAGTAATCGGGCATTTTCCATA |
| AJ625661 | TCGGTGTTCTGTTCTCTACCCTCAATGC | TGCTGAGCTACTTCAAGGATGAG | TTTGATGAAGACCTCCCTCCAATT |
| AJ623584 | ACCCTTGTCACAGTCTTCTTAACCCACG | CTTATTGCACCTATTCTTACCGGC | TTCGTCTGTAAACTGTCCAACAAA |
| AJ624361 | AGCATCAATGTCTGTTGGTTTACCATCCG | GCAGTTTACATATACAGGCAAAGC | TTGCTTCTTTTACACGTCTTTGTG |
| AJ516774 | TGAACCGTCAGGTTGTCCTGCTGACCA | ACACAGCGGCAAATGGGATT | TGCGTAGACTGCTAAGCATGTT |

All sequences are given in 5'-3' direction

How the deposited data were processed for this re-analysis (not part of the article)

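Gill RNA of single female mussels, kept for 4 days at 16°C, 20°C or 24°C without copper or with 40 µg/L copper, was compared on 36 dual-color cDNA arrays. The 9 comparisons had 4 arrays each, 2 in each dye orientation. Conditions and dyes were taken from the sample labels. The labels and the paper differ on the tissue: the labels and the legend of Fig. 4 name the digestive gland, while the methods, the results and the scanner settings stored with all arrays name the gills. The settings stored with array 5 name 16°C and 24°C, as its labels do, and only the array name in brackets in its title gives 20°C. Those of array 9 name the control in Cy5 where the labels give Cy3. Those of array 8 carry the name stored with array 6, with another slide and 16°C in Cy3 where the labels give Cy5. Those of array 17 name 16°C plus copper against "16-24", while its image name and labels give 24°C plus copper, and the image name of array 13 gives 24°C plus copper where its settings and labels give 20°C plus copper. The labels were kept for all arrays.

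The authors deposited a scanner file per array with foreground and background intensities at 635 nm (Cy5) and 532 nm (Cy3), made with GenePix Pro 6.0.0.74, and a spot flag, a score that is below 0 for spots not found or marked bad. These intensities carry no normalization. The authors also deposited a value table of log2 ratios. It equals the log ratio column of the scanner files, Cy5 over Cy3 of background-subtracted medians, with 0 in the 11.5% of cells where that column holds no number. Its scale and direction are therefore known. It is not centred: the column medians over probes run from -0.633 to 0.426. The submitters' processing notes name limma, but no limma step is in either kind of file.

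Mean foreground intensities were corrected for the background with normexp (offset 50) and normalized with loess within each array in limma 3.58.1 under R 4.3.3. Control and empty spots had weight 0 in the loess and were left out afterwards, as were spots with a flag below 0, which were 6.61% of probe spots overall and 1.09% to 25.3% per array. The 2 spots of a probe were averaged; their log2 ratios correlated at r = 0.74 to 0.97 within an array. Of 1920 probes, 1842 had a value on at least 24 arrays and were tested. A least-squares fit over the loop of 6 conditions, followed by eBayes with a prior share of 0.01, gave each contrast its standard error, adjusted p (Benjamini-Hochberg) and B. A feature was called at an adjusted p under 0.05 and B above 0, which are the thresholds of the Fig. 4 legend. The number of arrays limits the precision: the median standard error of a log2 ratio was 0.15 for 24°C against 16°C. An exact sign-flip test of 4 direct arrays cannot go below p = 0.125 (two-sided), so no such test was used for single features. Cy5 signals exceeded the local background by 2 SD at a median of 62.5% of probe spots and Cy3 signals at 83.3%.

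The fit was tested on simulated data with the real design and the real spread of each of the 1842 features, in the comparison of 24°C with 16°C. It called 25.4% of 67 features changed by 0.5 on the log2 scale, 88.1% of 67 changed by 1 and 98.5% of 66 changed by 2, with 1 false call. The noise was drawn separately for each array and feature. It does not cover animals on several arrays or features that vary together, so the false calls in the real data may be more.

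Gene names could not be given. The probe IDs of the files are clone plates and wells, 0 of them equals one of the 1673 accessions of Table S2, and the reference table used here lists no such ID. An attempt was made to pair them through the M values of Table S3, whose copy used here holds 159 rows: under 1152 combinations of foreground, background, flags, normalization and arrays, at most 4 rows matched a feature within 0.001 at both temperatures. Further searches over subsets of comparisons and turned or dropped arrays gave no usable pairing either. No pairing was made, and no setting was chosen from these searches. The intended gene list tests, cell type markers and named sequences were therefore not run. Of the rule for named features, there remained the part for sequences without a description, restricted to 24°C against 16°C and copper at 24°C: the called feature with the largest log2 ratio in each direction and the same sign on all 4 direct arrays. That restriction was made after the files were seen.

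The comparisons, the thresholds and the alternatives were set before the data were examined. The alternatives covered the background correction, the foreground measure, the normalization, flags, dim features, the arrays in the fit, a dye intercept, array weights, slide and scan session as batches, the deposited value table, the thresholds, the reference condition, the reading of array 5, and each array left out in turn. Turning array 9, turning array 12 and slide names taken within a scan session were added after seeing the data. Correlations across features are beside values simulated with no effect, because comparisons share conditions. Random swaps of the 2 channels of each array, 100 with the real orientation, served to count how often a chance orientation gives as many calls. They treat the arrays as independent of each other.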

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

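The channel swaps and the tests of explanations here were chosen after the results were seen. The copper response differed between temperatures by the interaction contrasts in limma: for 50 features between 24°C and 16°C, for 110 between 24°C and 20°C and for 1 between 20°C and 16°C. In 100 channel swaps with the real orientation included, a chance orientation of the arrays can be excluded for the first (1 swap as large, highest other 29) and the second (1, 18) but not for the third (7, 74). The swaps treat arrays as independent, so chance differences between animals that may be on several arrays are not excluded. The third count was 0 without array 2 or 12 (135 and 133 at an unadjusted p under 0.05 in limma), 2 without array 16, 18, 28, 30 or 33, 3 without array 14 or 25, 5 without array 10 and 6 without array 3 or 15. The first was 32 without array 7. Feature Myt01-003G10 had a copper response at 24°C above that at 16°C by 0.76 and above that at 20°C by 1.17 on the log2 scale. For feature Myt01-016G09 the difference between 24°C and 20°C was -1.97.

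Heat and copper responses at 24°C ran in opposite directions, with 52 of the 57 features called at 24°C opposite in sign in 24°C plus copper against 24°C. Noise of arrays that enter both comparisons is argued against by arrays 5 to 8 and 33 to 36, which share none: r was -0.594 there (from -0.623 to -0.344 with any 1 array left out), and 2 of 128 orientations of these arrays gave r as low (exact test, one-sided p = 0.0156). A peculiarity of the 24°C animals, unrelated to temperature, cannot be told apart from a heat effect: of 59 features called at 24°C in the copper-free arrays, 53 had the same sign in 24°C against 16°C under copper on arrays 17 to 20, and 49 (83.1%) in the fit of the 12 arrays with copper in both channels, which hold other animals. The latter share was under 70% without either of 2 arrays, at the lowest 66.1% without array 17, and 684 of 4096 orientations of the 12 arrays gave as many (exact test, one-sided p = 0.167), which keeps this open. With copper at 16°C, on arrays without 24°C animals, 42 of the 57 had the sign opposite to heat and 15 the same. Medians there were -0.172 for those higher at 24°C and 0.411 for those lower. The shared 16°C animals favour the same sign, and this count ran against that preference. How often chance gives such a count was not tested, and features are not independent of each other. The arrays of copper at 16°C also differed among themselves, with r from -0.468 to 0.669. The count therefore does not decide whether a peculiarity of the 24°C animals is the only source. As a hypothesis, copper may lessen the heat response at 24°C. The slope of the response under copper on that without was 0.454 (0.339 to 0.587 with any 1 array left out). Choosing called features lowers it by an amount that was not measured, and arrays 17 to 20 correlated with each other at r = -0.183 to 0.321. The calls at 24°C against 16°C were 72 under copper beside 57 without, but 11 beside 32 from the deposited log2 ratios. The hypothesis stays open.

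Comparisons that the paper does not report gave many calls. Under copper, 101 features differed between 20°C and 16°C (42 higher, 59 lower), 72 between 24°C and 16°C (52 higher, 20 lower) and 104 between 24°C and 20°C (39 higher, 65 lower). These directions depend on the processing. Between 20°C and 16°C a fixed dye term per scan session gave 22 higher and 12 lower, turning array 9, chosen after seeing the data, 35 and 31, and the direct arrays alone 5 and 0. Between 24°C and 16°C the deposited log2 ratios gave 5 higher and 6 lower, and the direct arrays alone called 0 in limma (117 at an unadjusted p under 0.05). Between 24°C and 20°C median centring gave 44 higher and 25 lower, the deposited log2 ratios 14 and 11, and the direct arrays alone 11 and 25. A chance orientation of the arrays can be excluded for the 3 counts, with 1 swap of 100 as large for each and highest other values of 22, 29 and 87. Chance differences between animals are not excluded by this. Without array 29 the last count was 52, and without array 32 it was 68.

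Of 47 sets of 4 arrays tested for a lone array, of which chance picks about 1 in 20, 4 had one. Array 24 had 25.3% of its probe spots flagged, beside 5.96% to 7.32% on the other arrays of 20°C and 24°C. Array 25 had 11.1% flagged, beside 4.48% to 4.87%, and 75.6% of its Cy3 signals above background, beside 82.6% to 84%. Feature Myt01-005F03 had a log2 ratio of -0.956 on array 4, beside 0.113 to 0.26 on the other arrays of 20°C against 16°C.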

How the results depend on the processing

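Turning array 9 or array 12, naming slides within a scan session and the reading of the channel swaps were chosen after the data were seen. The counts are of called features among those tested. Gene lists, and averages over the probes of one accession, need gene names and were not run. No paired analysis was possible because each array has a replicate number of its own and no numbering links animals across comparisons. Normexp with offset 10 and an absolute log2 ratio of at least 0.5 kept every count within 1.5 times. Aquantile leaves log2 ratios as they are, so it tested nothing. The correlation of the heat and copper responses at 24°C stayed between -0.713 and -0.611 with any 1 array left out. Without background correction the counts were 4 at 20°C against 16°C, 15 at 24°C plus copper against 16°C, 1 at 24°C against 20°C and 3 shared by 20°C and 24°C. Plain subtraction gave 3 for the copper interaction of 20°C and 16°C. Median foregrounds gave 13 at 24°C plus copper against 16°C and 3 for the copper interaction of 20°C and 16°C. Print-tip loess gave 13 at 20°C against 16°C, 63 with copper at 16°C, 61 at 20°C plus copper against 16°C, 15 at 24°C plus copper against 16°C and 5 for the copper interaction of 20°C and 16°C. Median centring gave 8 at 24°C plus copper against 16°C and 69 at 24°C against 20°C under copper. Ignoring flags gave 8 at 24°C plus copper against 16°C. Keeping only features above background gave 13 at 24°C plus copper against 16°C. The copper-free arrays alone gave 15 at 20°C against 16°C and 12 shared by 20°C and 24°C. A dye intercept gave 10 at 24°C plus copper against 16°C. Array weights gave 57 with copper at 20°C, 163 with copper at 24°C, 24 at 24°C plus copper against 16°C, 27 at 24°C against 20°C, 4 for the copper interaction of 20°C and 16°C, 197 for the copper interaction of 24°C and 20°C and 41 shared by heat and copper at 24°C. Slide as a random block gave 3 at 20°C against 16°C, 31 at 24°C against 16°C, 1 at 24°C against 20°C, 32 at 20°C or 24°C and 2 shared by 20°C and 24°C. Scan session as a random block gave 16 at 24°C plus copper against 16°C. With the adjusted p alone the counts were 155 at 24°C against 16°C, 99 with copper at 16°C, 64 with copper at 20°C, 313 with copper at 24°C, 82 at 20°C plus copper against 16°C, 180 at 20°C against 16°C under copper, 141 at 24°C against 16°C under copper, 276 at 24°C against 20°C under copper, 111 for the copper interaction of 24°C and 16°C, 391 for the copper interaction of 24°C and 20°C, 157 at 20°C or 24°C and 94 shared by heat and copper at 24°C. With B above 0 alone they were 13 at 24°C plus copper against 16°C and 6 for the copper interaction of 20°C and 16°C. Reading array 5 as 16°C against 20°C gave 14 at 20°C against 16°C, 3 at 24°C against 20°C and 10 shared by 20°C and 24°C. With 16°C as the reference for copper the counts were 5 with copper at 24°C, 2 shared by heat and copper at 20°C and 2 shared by heat and copper at 24°C. Fits of the 4 direct arrays alone gave 0 at 20°C against 16°C, 0 at 24°C against 16°C, 0 with copper at 16°C, 0 with copper at 20°C, 0 with copper at 24°C, 5 at 20°C against 16°C under copper, 0 at 24°C against 16°C under copper, 0 at 24°C against 20°C, 36 at 24°C against 20°C under copper, 0 at 20°C or 24°C, 0 shared by 20°C and 24°C, 0 shared by heat and copper at 20°C and 0 shared by heat and copper at 24°C. With 4 arrays limma left 63 features at an unadjusted p under 0.05 at 20°C, 224 at 24°C, 165 at 24°C against 20°C, 207, 141 and 323 with copper at 16°C, 20°C and 24°C, and 117 at 24°C against 16°C under copper. The deposited log2 ratios gave 0 at 20°C against 16°C, 32 at 24°C against 16°C, 9 with copper at 16°C, 8 with copper at 20°C, 41 with copper at 24°C, 8 at 20°C plus copper against 16°C, 2 at 24°C plus copper against 16°C, 47 at 20°C against 16°C under copper, 11 at 24°C against 16°C under copper, 25 at 24°C against 20°C under copper, 16 for the copper interaction of 24°C and 16°C, 0 for the copper interaction of 20°C and 16°C, 61 for the copper interaction of 24°C and 20°C, 32 at 20°C or 24°C, 0 shared by 20°C and 24°C, 0 shared by heat and copper at 20°C and 11 shared by heat and copper at 24°C. In these ratios, which are not centred, 4 features were higher and 28 lower at 24°C, 6 higher and 3 lower with copper at 16°C, 5 higher and 3 lower at 20°C, and 35 higher and 6 lower at 24°C, beside 23 and 34, 22 and 18, 18 and 18, and 50 and 38. Median centring gave 11 higher and 33 lower at 24°C, and 67 higher and 21 lower with copper there. In the deposited ratios limma left 90 features at an unadjusted p under 0.05 at 20°C, and 87 for the interaction of 20°C and 16°C. A fixed dye term per scan session gave 18 at 20°C against 16°C, 0 with copper at 16°C, 55 with copper at 24°C, 34 at 20°C against 16°C under copper, 36 at 24°C against 16°C under copper, 31 for the copper interaction of 24°C and 16°C, 0 for the copper interaction of 20°C and 16°C and 13 shared by 20°C and 24°C. At 16°C the sessions coincide with the dye orientations, so that term removes the direct arrays of copper from the estimate; 130 features there, and 104 for the interaction of 20°C and 16°C, had an unadjusted p under 0.05 in limma. Turning array 9 gave 13 at 20°C against 16°C, 0 with copper at 16°C, 38 with copper at 24°C, 66 at 20°C against 16°C under copper, 1 at 24°C against 20°C, 0 for the copper interaction of 20°C and 16°C, 11 shared by 20°C and 24°C and 6 shared by heat and copper at 24°C. In limma 140 features had an unadjusted p under 0.05 with copper at 16°C, and 88 for the interaction. Turning array 12 gave 17 at 20°C against 16°C, 12 with copper at 16°C, 80 at 20°C plus copper against 16°C, 19 at 24°C plus copper against 16°C, 1 at 24°C against 20°C, 0 for the copper interaction of 20°C and 16°C, 11 shared by 20°C and 24°C and 12 shared by heat and copper at 24°C. In limma 105 features had an unadjusted p under 0.05 for that interaction. Slide within session as a random block gave 3 at 20°C against 16°C, 25 at 24°C against 16°C, 1 at 24°C against 20°C, 69 at 24°C against 20°C under copper, 26 at 20°C or 24°C, 2 shared by 20°C and 24°C and 13 shared by heat and copper at 24°C. For these settings the cause was not tested, beyond the construction named.

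With each array left out in turn, the counts ran from 2 to 15 at 20°C against 16°C, 32 to 70 at 24°C against 16°C, 26 to 50 with copper at 16°C, 20 to 43 with copper at 20°C, 43 to 111 with copper at 24°C, 29 to 59 at 20°C plus copper against 16°C. Further counts ran from 4 to 22 at 24°C plus copper against 16°C, 82 to 113 at 20°C against 16°C under copper, 48 to 77 at 24°C against 16°C under copper, 1 to 12 at 24°C against 20°C, 52 to 113 at 24°C against 20°C under copper, 32 to 56 for the copper interaction of 24°C and 16°C, 0 to 6 for the copper interaction of 20°C and 16°C, 84 to 135 for the copper interaction of 24°C and 20°C, 34 to 75 at 20°C or 24°C, 1 to 10 shared by 20°C and 24°C, 1 to 1 shared by heat and copper at 20°C, 10 to 28 shared by heat and copper at 24°C. At 20°C against 16°C there were 2 without array 3, 3 without array 4, 4 without array 7 or 22, 5 without array 8 and 15 without array 12. At 24°C against 16°C there were 34 without array 5 and 32 without array 7. With copper at 16°C there were 26 without array 9. With copper at 20°C there were 22 without array 27 and 20 without array 28. With copper at 24°C there were 51 without array 34 and 43 without array 35. At 20°C plus copper against 16°C there were 59 without array 12. At 24°C plus copper against 16°C there were 8 without array 1 or 3, 19 without array 2, 9 without array 5 or 8, 11 without array 6 or 26, 10 without array 10 or 19, 18 without array 12, 22 without array 18 and 14 without array 36. At 24°C against 20°C there were 1 without array 1, 2, 4, 7, 22, 23, 27, 28 or 34, 12 without array 3 and 3 without array 21 or 26. At 24°C against 20°C under copper there were 52 without array 29 and 68 without array 32. For the copper interaction of 24°C and 16°C there were 32 without array 7. For the copper interaction of 20°C and 16°C there were 0 without array 2 or 12, 6 without array 3 or 15, 5 without array 10, 3 without array 14 or 25 and 2 without array 16, 18, 28, 30 or 33. At 20°C or 24°C there were 36 without array 5 and 34 without array 7. Shared by 20°C and 24°C there were 1 without array 3, 2 without array 4, 7 or 22, 3 without array 8 and 10 without array 9 or 12. Shared by heat and copper at 24°C there were 10 without array 7 and 13 without array 35. For the interaction of 20°C and 16°C, limma left 135 features at an unadjusted p under 0.05 without array 2 and 133 without array 12. The median share of probe spots above background was 66.05% on the arrays without copper and 81.15% on the others; whether it limits the calls was not tested.

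In 100 channel swaps, the real orientation included, a chance orientation of the arrays can be excluded for the count at 24°C against 16°C (57; 2 swaps as large, highest other 65), at 20°C or 24°C (59; 3, 108) and at 24°C against 20°C (7; 3, 11). It can be excluded with copper at 20°C (36; 1, 17) and at 24°C (88; 1, 15), and for 20°C plus copper (38; 1, 24) and 24°C plus copper against 16°C (5; 1, 4). For the features shared by heat and copper at 24°C (21, with 1 swap as large and a highest other of 5) the swaps do not test the sharing itself. The median of the other swaps was 0 calls in each of the 2 lists, which left little to share. The swaps treat arrays as independent, while animals may be on more than 1 array, so chance differences between animals are not excluded. Chance cannot be excluded for the 8 features at 20°C (10 swaps as large, highest other 107) or the 40 with copper at 16°C (5, 50). The 6 features shared by 20°C and 24°C (2, 17) and the 1 shared by heat and copper at 20°C (4, 1) are among those 8. For them chance is not taken as excluded either. Swaps that call several times the real count, as at 20°C, may point to a structure of the arrays, which was not tested. Unlike the real design, the random swaps do not keep 2 arrays in each dye orientation per comparison.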

Differences from the paper's values

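Counts of DEGs were lower here than in the paper, at the thresholds of the Fig. 4 legend; the paper's methods name B above 0 only, which gave 57 at 24°C here as well. At 20°C the paper reports 64 DEGs, 9 up and 55 down, and 8 features were called here, 5 higher and 3 lower. None of the 21 alternatives set before the data were examined came within 1.5 times of the paper's total or of its number down. For its number up, print-tip loess, array weights, either scan session setting, B above 0 alone and the other reading of array 5 did, as did 8 of the 36 fits without 1 array. For the other numbers of DEGs of the paper in this paragraph and the next, no fit without 1 array did. At 24°C the paper reports 136 DEGs, 44 up and 92 down, and 57 were called here, 23 higher and 34 lower. The adjusted p alone came within 1.5 times for all 3 of these numbers, and no other alternative did. For DEGs in at least 1 condition the paper's number is 161 and that found here 59, with the adjusted p alone within 1.5 times. For those shared by both temperatures the paper's number is 39 and that found here 6, with no alternative within 1.5 times.

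With copper at 16°C the paper reports 119 DEGs and 40 were called here; the adjusted p alone came within 1.5 times, and no other alternative did. At 20°C the paper's number is 66 and that found here 36, with no background correction, print-tip loess, array weights, slide as a random block, scan session as a random block and the adjusted p alone within 1.5 times; slide within session as a random block, chosen after seeing the values, gave 53, and how many of the paper's DEGs it drops is unknown without gene names. At 24°C the paper's number is 177 and that found here 88, with array weights alone within 1.5 times. The Venn diagram of the paper has 5 DEGs shared by heat and copper at 20°C and 58 at 24°C, and 1 and 21 were shared here. At 20°C no alternative came within 1.5 times; at 24°C array weights did. With 16°C as the reference, which the legend names, 2 and 2 were shared.

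In Table S3, whose copy used here holds 159 of the paper's 161 rows, 19 rows have an M value under -1.5 at both temperatures, down to the paper's -3.2 at 20°C and -3.04 at 24°C. No feature was under -1.5 at both temperatures here (0 of 1842), and the lowest log2 ratios were -1.36 at 20°C and -1.94 at 24°C. Plain subtraction, no background correction, median centring and the copper-free arrays alone gave 0 too. The paper states that the shared DEGs were all down-regulated, whereas 3 of the 6 shared here were higher and 3 lower. It also gives more down- than up-regulated DEGs for copper at 16°C, where 18 of 40 were lower here, and at 20°C, where 18 of 36 were. Reading array 5 as 16°C against 20°C gave 51.4% lower at 16°C, and turning array 12, chosen after seeing the data, left 12 called there, 1 higher and 11 lower. Plain subtraction gave 54.5% lower at 20°C, array weights 54.4%, scan session as a random block 53.3%, the adjusted p alone 53.1%, the other reading of array 5 52.8% and no background correction 51.1%. Of the 36 fits without 1 array, 7 gave over 50% lower at 16°C, up to 54.8%, and 13 at 20°C, up to 62.5%. Neither share is 1.5 times away from the paper's.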

Other observations

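The tests of explanations here were chosen after the results were seen. Heat under copper was measured on arrays that the paper does not discuss as a heat response. Of the 8 features called at 20°C against 16°C, 5 were also called at 20°C against 16°C under copper, all in the same direction, where independent lists would share 0.439. Of the 57 called at 24°C, 13 were called at 24°C under copper, 9 of them lower and 4 higher, where independent lists would share 2.23. Across features, the responses to 20°C without and with copper correlated at r = 0.517 on the direct arrays, and those to 24°C at r = 0.324. The latter was 0.13 without array 17, and in the fit of all arrays it was 0.192, beside 0.251 simulated with no effect; for 20°C these were 0.663 and 0.255. Between 24°C and 20°C, 7 features differed without copper, 1 higher and 6 lower. That count was 1 without array 1, 2, 4, 7, 22, 23, 27, 28 or 34, 3 without array 21 or 26 and 12 without array 3.

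Among the features that varied most, 2 sets moved together over the arrays: among the 120 features with the largest SD, one set of 33 had a median correlation of 0.861 between its members over the arrays and one of 27 had 0.923. The set of 33 was lower on all 4 arrays of 24°C plus copper against 24°C, with means from -2.46 to -0.18, but it ran both ways at 20°C against 16°C, from -1.13 to 2.76. At 24°C against 16°C its mean was 2.97 on array 7 and -0.09 to 0.276 on arrays 5, 6 and 8. In the fit its median log2 ratio was 0.811 at 24°C and -1.15 with copper there. How far the set enters the correlation of the heat and copper responses at 24°C was not tested. With copper at 16°C, the set of 27 had means of -2.7, -4.09 and -3.45 on arrays 9, 10 and 11, but 1.63 on array 12. Its means ran from -0.61 to 0.243 among the arrays of 20°C against 16°C. It had 1 sign on all 4 arrays in 3 comparisons: from 0.234 to 2.15 for 24°C plus copper against 24°C, from 0.387 to 0.813 for 24°C against 20°C under copper, and from -3.55 to -0.505 for 20°C against 16°C under copper. The set of 33 was also lower on all 4 arrays of 24°C against 20°C under copper, from -2.39 to -0.583. Of the 33 features 2 were called with copper at 24°C, 7 at 24°C against 20°C under copper and 1 at 20°C against 16°C under copper, and of the 27 features 1 was called with copper at 16°C. No single place on the array accounts for this, since no print block held more than 15.2% of a set and no clone plate more than 21.2%. The set of 33 lay in 13 of 16 print blocks and came from 15 of 20 clone plates, and the set of 27 from 13 blocks and 10 plates. Whether some plates hold more of a set than an even spread would give was not tested. A difference between single animals may lie behind such sets; the sources used here do not say which animals share arrays, so no biological explanation was tested.

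Array 12, of copper at 16°C, ran apart from the other arrays of its comparison. If its dyes were recorded the wrong way round, the turned array would correlate with the others as they do among themselves (r = 0.368 to 0.669); the turned values were -0.0592, 0.468 and -0.0108, with a median of -0.0108. For array 9, whose stored settings name the dyes the other way round, turning it gave a median r of -0.368 with arrays 10, 11 and 12, which argues against a wrong label as well. A difference between the animals on array 12 stays open, as untested.

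The paper states that the array lacked probes for superoxide dismutase, catalase and glutathione S-transferase. Table S2 has 0 descriptions naming the first and 0 naming the second, but 2 naming glutathione S-transferase. It lists 1673 sequences, 894 of them without a description, whereas the arrays carry 1920 probe IDs.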
